A study of Mus musculus with 12 samples. Its data were reported in "BAF60a deficiency uncouples chromatin accessibility and cold sensitivity from white fat browning" (2020).

How the data were processed

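Total RNA of mouse inguinal white adipose tissue was extracted with Trizol by the authors, and 400 ng per array was turned into biotinylated cDNA with the Affymetrix WT Plus kit for single-colour arrays. According to the series description, equal amounts of RNA of 1 or 2 mice were pooled per array. The labels placed the 12 arrays in 4 groups of 3 biological replicates by genotype (flox or AKO) and temperature (22 °C, or 10 °C for 7 days after gradual adaptation). The deposited values are log2 signals made by the authors with RMA in R 3.1.1, which corrects background, quantile-normalizes the arrays and summarises the probes of each transcript cluster. The annotation package, and whether the 12 arrays were normalized together, are not given in the sources used here. Quartiles and ranges were checked to be alike in the 12 arrays. The value table held 41345 transcript clusters, and 0 columns of values were left out.

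Clusters were joined to genes with the probe table of the array. Of the clusters, 23521 had exactly 1 gene symbol, 1814 had several and 16010 were not named. The Entrez identifiers of 23328 clusters were found in a RefSeq table, which changed 0 symbols. A gene was represented by its cluster with the highest mean over the 12 arrays, so that 22180 genes were tested. Further clusters existed for 1082 genes. They were examined for the named genes alone and are reported where they differed from a printed value by more than 0.5 (log2). No genome coordinates were used. RMA values carry no detection call, and no dim genes were left out in the main test. Of 38 genes that the study's text names for brown or inguinal fat and that were fixed for naming, 33 were measured in this way, and Cpt1b, Eno1, Prlr, Adrb3 and Ifi27l2a, as well as Smarcd3, were not analysed here.

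Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit with 1 mean per group over all 12 arrays, then eBayes without trend or robust settings, two-sided). P-values were adjusted by Benjamini-Hochberg within each of 5 comparisons, AKO against flox at RT and in cold, cold against RT in flox and in AKO, and the interaction, with a threshold of 0.05 and no minimum fold. The median SE of a log2 difference was 0.151, and 0.213 for the interaction. The study's methods name no test for the arrays. Of the general tests they describe, the two-sided Student test was run as an alternative and a two-way analysis of variance was not used here. An exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1. Sex and batch are not in the labels, so no covariate was fitted.

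Gene lists, 38 in all, were fixed before the data were examined, as were the comparisons, the test and the rule for naming genes. They covered metabolic pathways, thermogenic genes, receptors, stress and proliferation, and markers of other cells that a fat pad can hold. Those with at least 3 measured members, 36, were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 36 lists of a comparison, and again with an estimated correlation and with fry. Named genes were Smarcd1 and its paralogs, the 10 largest rises and 10 largest falls past the threshold per comparison with non-overlapping arrays (6 and 6 for the interaction), leaving out predicted genes, clones and receptor segments, up to 4 members of each described list with the smallest p, and the genes the study's text names. Other names are marked as chosen later. The genes shared by 2 comparisons were counted per direction against the number chance gives, which is the product of both counts divided by the genes tested.

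Alternatives chosen at the start were centring each array on its median, quantile normalization over the tested genes, keeping the 12955 genes above the overall median of 3.635 in at least 3 arrays, testing all clusters, averaging the clusters of a gene, eBayes with trend and robust settings, array weights, the 6 arrays of a comparison alone, the replicate number as a block, the methods' own test, a 1.5-fold minimum, an adjusted p below 0.1, and leaving out each array in turn. Chosen after seeing the data were fits without the 3 arrays richest in muscle transcripts, without the 2 arrays richest in interferon transcripts, and with the means of the muscle and B cell markers as 2 covariates. Centring shifted the median log2 difference of no comparison by more than 0.055.

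The procedure was tested on simulated data with the spread of these arrays, with 250 changed genes per size over 5 runs. For a log2 difference of 1 it recovered 80.8%, 84.8%, 79.6% and 79.6% of changed genes in the pairwise comparisons and 49.2% in the interaction. For a difference of 0.5 it recovered between 11.2% and 18% of them in the pairwise comparisons. There were 5.4 to 9.6 false calls per run. Each run also held as many genes changed by 2 and by 4, whose calls loosen the adjusted threshold. The real comparisons called fewer genes, from 2 to 103, so recovery there can be lower. A list shifted by 0.3 was found in 10 of 10 runs. The genes were simulated independently of each other, whereas members of that list, fatty acid beta-oxidation, had an estimated correlation of 0.29 in the real arrays. The list test was therefore not tried on lists whose members vary together. Figures were drawn with Python 3.11.15.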

Results

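The 12 arrays measured RNA of mouse inguinal white adipose tissue (iWAT), a subcutaneous fat depot in which cold recruits heat-producing beige adipocytes. They formed 4 groups of 3 arrays. Control mice with floxed Baf60a (Smarcd1) alleles (flox) and mice that lacked BAF60a in adipocytes (AKO) were sampled at room temperature (RT, 22 °C) or after 7 days of chronic cold at 10 °C. Each array carried the pooled RNA of 1 or 2 mice, and the labels gave an age of 9 months, whereas the study's methods state a younger range for cold acclimation. Values were RMA log2 signals with array medians between 3.58 and 3.71. Pearson's r across all transcript clusters was 0.981 to 0.987 between arrays of a group and 0.978 to 0.985 between arrays of different groups. Arrays are named by group and replicate number below (AKO RT 2), and the p-values measure the spread between arrays, 3 per group, whose number limits the precision. A gene counted as changed at a limma adjusted p below 0.05 over 22180 genes, and a difference is always AKO minus flox or cold minus RT.

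Smarcd1, which encodes the BAF60a subunit of SWI/SNF chromatin remodelling complexes, was the gene deleted in AKO adipocytes. Its signal was 6.42, 6.43 and 6.91 in the 3 flox arrays at RT, 5.89, 6.26 and 6.30 in AKO at RT, 6.27, 6.51 and 6.89 in flox in cold, and 6.27, 6.26 and 6.37 in AKO in cold. The AKO mean was 74% of the flox level at RT (log2 difference -0.44, SE 0.18, adjusted p = 0.782) and 83.9% in cold (-0.25, adjusted p = 0.915), so that neither difference passed the test. A second, dimmer Smarcd1 cluster with a mean signal of 4.61 differed by 0.46 at RT and by -0.44 in cold, both of the order of its SE of 0.36, and the position of either cluster's probes relative to the deleted part of the gene was unknown. Smarcd2, which encodes the paralog BAF60b, differed by -0.02 at RT and 0.13 in cold (adjusted p = 0.987 and 0.976). The other 26 measured SWI/SNF subunits had a median difference of 0.00 in cold (adjusted p = 0.892), where the median was below 0 while the mean and the test pointed up.

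**Figure D1:**
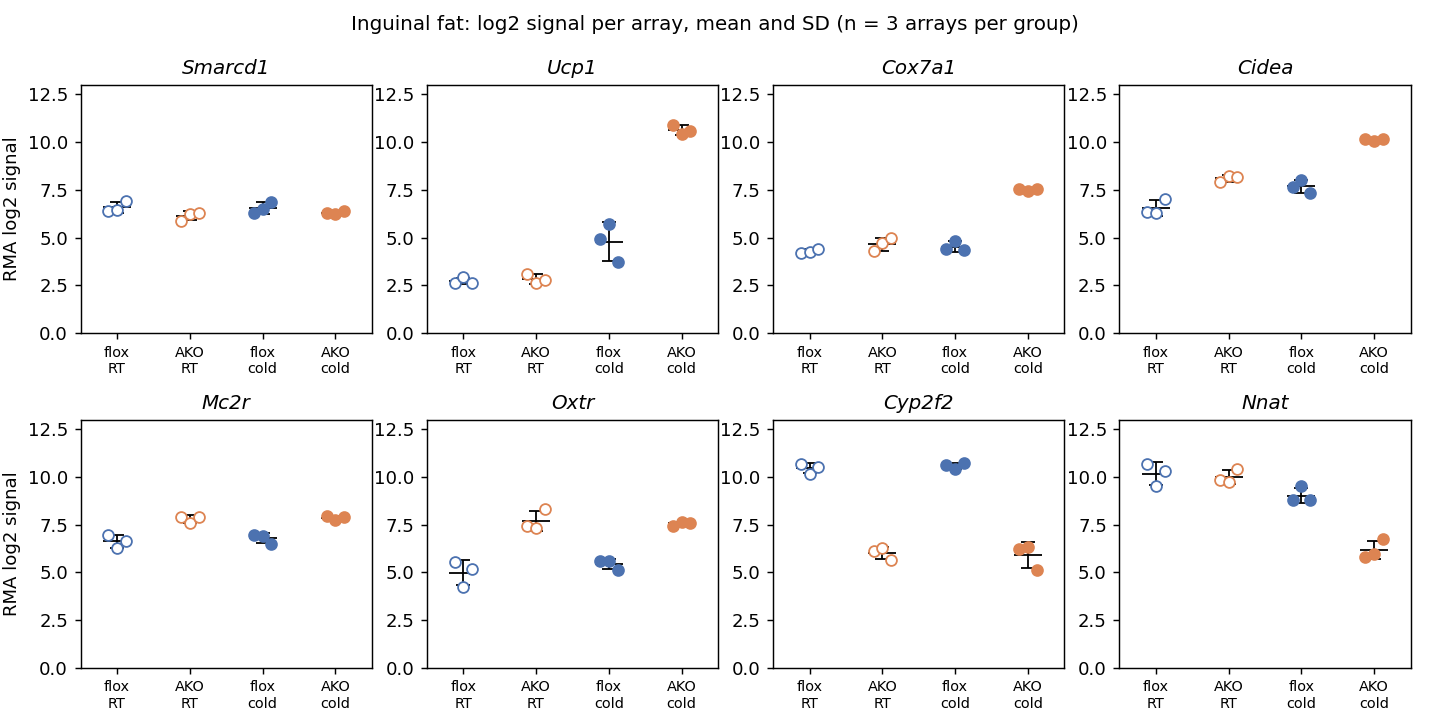
RMA log2 signal (vertical axis) of Smarcd1, Ucp1, Cox7a1, Cidea, Mc2r, Oxtr, Cyp2f2 and Nnat in each of the 12 arrays (open circles RT, filled circles cold, blue flox, orange AKO), with the group mean ± SD of 3 arrays in black. Mean Ucp1 signal was 2.73 and 2.83 in flox and AKO at RT, 4.79 in flox in cold and 10.64 in AKO in cold, whereas mean Cyp2f2 signal was 10.45 and 10.59 in flox and 6.02 and 5.89 in AKO.

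The comparison of AKO with flox at RT asked what the loss of BAF60a alters in iWAT at 22 °C, outside chronic cold. Plin5, a lipid droplet coat protein that couples droplets to mitochondria, was 3.97-fold higher in AKO (log2 difference 1.99, SE 0.17, adjusted p = 0.000746). Cidea, a droplet protein of brown and beige adipocytes, was 2.89-fold higher (8.10 ± 0.17 against 6.57 ± 0.41, SD, n = 3 each, adjusted p = 0.0159). So were 3 receptors. Oxtr, the oxytocin receptor, rose 6.52-fold (2.70, SE 0.32, adjusted p = 0.00532), and Kiss1r, the kisspeptin receptor, 5.46-fold (2.45, SE 0.39, adjusted p = 0.0406). The rise was smaller for Mc2r, the receptor for adrenocorticotropic hormone (ACTH), at 2.23-fold (1.16, SE 0.18, adjusted p = 0.0395). In the other direction, Cyp2f2, a cytochrome P450, was 21.6-fold lower in AKO (-4.43, SE 0.29, adjusted p = 7.21e-05), while a second, dimmer cluster with a mean signal of 3.80 differed by -0.88. Ffar2, a receptor for short-chain fatty acids, was 5.16-fold lower (-2.37, SE 0.20, adjusted p = 0.000557). Ucp1, the uncoupling protein through which brown and beige adipocytes make heat, differed by 0.10 (adjusted p = 0.98) and did not pass.

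In all, 32 of 22180 genes passed at RT, 22 higher and 10 lower, against 1364 genes at an unadjusted p below 0.05 where chance would give 1109. The 3 AKO arrays lay wholly above or below the 3 flox arrays for each of the 32 genes, which selection by the test favours (10% of unselected genes by chance). Further genes that rose were Pla2g5, a secreted phospholipase (1.75), Ntrk3, a neurotrophin receptor (1.76), and Mapt, which encodes the microtubule protein tau (1.65). They also included Il17re, an interleukin 17 receptor chain (1.53), Prkag3, a regulatory subunit of AMP-activated kinase (1.44), and S100b, a calcium-binding protein (1.38). Genes that fell included Apoc1, an apolipoprotein (-1.54), Tfr2, transferrin receptor 2 (-1.14), Slc25a10, the mitochondrial dicarboxylate carrier (-1.05), Cbs, an enzyme of cysteine synthesis (-0.98), and Bcat1, an enzyme of branched-chain amino acid metabolism (-0.88). The lower group means of Mapt, Prkag3, S100b, Tfr2 and Bcat1 lay below the median of all values (3.635). They were not shown to exceed background, so the sizes of these differences are uncertain. The calls for Plin5, Oxtr, Pla2g5, Prkag3, Cyp2f2, Ffar2 and Tfr2 held when any 1 of the 12 arrays was left out. Mapt was lost without AKO RT 1 (adjusted p = 0.0502), and Ntrk3 and Il17re without AKO RT 1 or 3 (up to 0.0665 and 0.0914). Cidea was lost without flox RT 1 or 2 or AKO RT 2 or 3 (up to 0.103), and S100b, Apoc1, Mc2r, Kiss1r, Cbs, Slc25a10 and Bcat1 in 6 to 11 of the 12 fits (up to 0.21). The count of 32 became 15, 16 and 52 without flox RT 1, 2 and 3, and the 52, of which 20 were among the 32, were 19 higher and 33 lower. It became 12, 19 and 13 without AKO RT 1, 2 and 3, and 20 without flox Cold 1, flox Cold 2 or AKO Cold 2.

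By gene list, 13 of 36 fixed lists passed at RT (camera), 9 higher and 4 lower in AKO. None of these calls held with an estimated correlation, where their adjusted p lay between 0.64 and 0.738. The receptors for pituitary, adrenergic and cholinergic signals had 3 of 7 measured members called (Oxtr, Kiss1r and Mc2r; also 3 adjusted over the list alone) and a median difference of 0.33 (adjusted p = 4.16e-05; adjusted p = 0.64 with an estimated correlation). The study chose this list partly from these arrays, so it is not independent evidence. Lipolysis and lipid droplet genes had 2 of 18 called, Plin5 and Cidea, also adjusted over the list alone, with 14 of 18 higher in AKO. Oxidative phosphorylation genes, which encode the respiratory chain, had 65 of 74 members higher by a median of 0.10 (adjusted p = 2.29e-06; adjusted p = 0.64 with an estimated correlation). No member was called over all genes or adjusted over the list alone. Fatty acid beta-oxidation (0.11), the tricarboxylic acid cycle (0.09), glycolysis (0.11), fatty acid synthesis (0.08) and mature adipocyte genes (0.11) also passed upward. They had no member called over all genes and, adjusted over the list alone, 1 each in beta-oxidation and fatty acid synthesis.

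Cell cycle genes went the other way, with 27 of 27 members lower by a median of -0.26 (adjusted p = 3.26e-08; adjusted p = 0.64 with an estimated correlation). None passed over all genes and 2 passed adjusted over the list alone. Examples were Ccnb2, a mitotic cyclin (-0.78, adjusted p = 0.121), and Tyms, thymidylate synthase (-0.48). Interferon response genes were lower in 19 of 21 members, by a median of -0.42 (adjusted p = 0.000368; adjusted p = 0.64 with an estimated correlation). Ifi27, an interferon-induced gene, was an exception and rose (0.91, adjusted p = 0.0335), a call lost in 7 of the 12 fits that left out 1 array (up to 0.166). The unfolded protein response had a median of -0.10. Mammary epithelial markers were lower in 22 of 25 members (-0.48), and skeletal muscle markers were higher in 23 of 25 (0.72). The interferon mean of single arrays was 0.73 and 1.11 above the 12-array mean in flox RT 1 and 2 and -0.35 in flox RT 3. The mammary mean was 0.66 in flox RT 1, and the muscle mean was 2.21 in AKO RT 2. The interferon call was lost without flox RT 2 (median -0.09, adjusted p = 0.568) and the mammary call without flox RT 1 (-0.10, adjusted p = 0.384). The muscle call was lost without flox RT 1, flox RT 2 or AKO RT 2 (adjusted p up to 0.404), and without AKO RT 2 its median turned to -0.24. In the same way, calls ended for the tricarboxylic acid cycle without flox RT 1 or 2 (up to 0.443) and for glycolysis without flox RT 1, flox RT 2, AKO RT 2 or AKO Cold 2 (up to 0.376). Those of beta-oxidation and fatty acid synthesis ended without flox RT 2 or AKO RT 3 (up to 0.367 and 0.568). Mature adipocyte genes were lost without flox RT 2, AKO RT 1 or AKO RT 3 (up to 0.916), and the unfolded protein response without flox RT 1, flox RT 2 or AKO RT 3 (up to 0.492). Without flox RT 2, 7 lists passed.

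In chronic cold, the comparison of AKO with flox asked how the loss of BAF60a alters cold-exposed iWAT. Ucp1 was 57.8-fold higher in AKO, at 10.64 ± 0.26 against 4.79 ± 1.02 (SD, n = 3 each, log2 difference 5.85, SE 0.38, adjusted p = 2.32e-05). Other genes of the beige adipocyte rose with it. Elovl3, a fatty acid elongase induced by cold, was 12.2-fold higher (3.60, SE 0.36, adjusted p = 0.000781). Cox7a1, a cytochrome c oxidase subunit of heart, muscle and brown fat, was 7.84-fold higher (2.97, SE 0.17, adjusted p = 1.9e-05), and Cidea 5.46-fold (2.45, SE 0.21, adjusted p = 0.000168). Cyp2f2 was 25.8-fold lower (-4.69, adjusted p = 1.9e-05). Nnat, the imprinted gene of the membrane protein neuronatin, was 7.26-fold lower (-2.86, SE 0.33, adjusted p = 0.00295).

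The thermogenic and beige adipocyte list had 19 of 23 measured members higher in AKO in cold, with a median difference of 0.38 (adjusted p = 4.02e-24; adjusted p = 0.00495 with an estimated correlation). Of these, 8 rose over all genes and 10 adjusted over the list alone. Beside Ucp1, Elovl3, Cox7a1 and Cidea they were Slc27a2, a fatty acid transporter and acyl-CoA synthetase (2.97, adjusted p = 3.11e-05), and Plin5 (2.18). The other two were Pdk4, a kinase that holds back pyruvate oxidation (1.94), and Ppara, a nuclear receptor that drives fatty acid oxidation (1.34). A second, dimmer Slc27a2 cluster (mean signal 1.53) differed by 0.05. The list rests in part on genes the study itself chose, such as Ucp1, Elovl3, Cidea and Ppara, so it is not independent evidence of its direction. Slc27a2, Plin5 and Pdk4 are not named in the study's text. Members that did not pass were Dio2, the deiodinase that activates thyroid hormone (0.94, adjusted p = 0.436; second cluster 0.38), Cox8b, a further cytochrome c oxidase subunit (0.64, adjusted p = 0.677), and Ppargc1a, a coactivator of mitochondrial biogenesis (0.18). The regulators of adipose thermogenesis had 1 of 26 members called, Ppara, and the list did not pass (adjusted p = 0.852), with a median of -0.09 where the mean and the test pointed up. Among them, Prdm16 differed by -0.24, Ebf2 by -0.11, Zbtb7b by 0.18 and Pparg by -0.21.

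Lists of fuel oxidation passed upward in cold as well, each without holding once the correlation was estimated. Oxidative phosphorylation genes were higher in 69 of 74 members by a median of 0.18 (adjusted p = 3.14e-14; adjusted p = 0.522 with an estimated correlation). Cox7a1 was the single called member over all genes and adjusted over the list alone. Fatty acid beta-oxidation genes were higher in 23 of 26 by a median of 0.23 (adjusted p = 1.45e-11; adjusted p = 0.292 with an estimated correlation). Among them 3 rose over all genes and 6 adjusted over the list alone, including Hadhb, a subunit of the mitochondrial trifunctional protein (0.97), Slc25a20, the carnitine-acylcarnitine carrier (0.67), and Etfdh, which passes electrons from acyl-CoA oxidation to ubiquinone (0.62). The tricarboxylic acid cycle and pyruvate oxidation list had 24 of 28 members higher by a median of 0.22 (adjusted p = 2.43e-09; adjusted p = 0.522 with an estimated correlation). Pdk4 was called over all genes and 5 members adjusted over the list alone. Glycolysis genes were higher in 14 of 18 by a median of 0.24 (adjusted p = 5.74e-06; adjusted p = 0.193 with an estimated correlation). Pfkl, a phosphofructokinase, rose (0.85, adjusted p = 0.0155) and 4 members passed adjusted over the list alone. Pkm, pyruvate kinase (0.48, adjusted p = 0.191), Pfkp (0.47, adjusted p = 0.233) and Ldha, lactate dehydrogenase (0.24), did not pass. The study chose genes of the glycolysis list and names fuel oxidation in its account of these arrays, so these lists are not independent evidence either. Lipolysis and lipid droplet genes had 2 of 18 called, Plin5 and Cidea, 4 adjusted over the list alone, and a median of 0.18 (adjusted p = 1.81e-05; adjusted p = 0.522 with an estimated correlation). Skeletal muscle markers were higher in 24 of 25 members by a median of 1.27 (adjusted p = 0.000303; adjusted p = 0.947 with an estimated correlation). Its per-array means were 1.20 and 2.78 in AKO Cold 2 and 3 and -1.64 in AKO Cold 1. Without AKO Cold 3 the muscle call was lost (median 0.20, adjusted p = 0.791).

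Among the receptors, 2 rose in cold. Oxtr was 4.34-fold higher in AKO (2.12, adjusted p = 0.016) and Mc2r 2.10-fold higher (7.86 ± 0.12 against 6.79 ± 0.26, SD, n = 3 each, adjusted p = 0.043), while Kiss1r differed by 1.68 (adjusted p = 0.192). Ghr, the growth hormone receptor (-0.47), Tshr, the thyrotropin receptor (-0.56), and Chrna2, a nicotinic receptor subunit (-0.25), did not pass. Over all genes 2 of 7 members passed, and adjusted over the list alone 3 passed upward and 2 downward. The list did not pass (median 0.08, adjusted p = 0.241). Mature adipocyte genes had a median of -0.10 with 14 of 23 lower (adjusted p = 0.0361; adjusted p = 0.947 with an estimated correlation). No member was called over all genes or adjusted over the list alone, and examples were Adipoq, which encodes adiponectin (-0.31, adjusted p = 0.65), and Hcar1, the lactate receptor (-0.68, adjusted p = 0.265). That call was lost without flox Cold 1, flox Cold 2, AKO Cold 2 or AKO Cold 3 (adjusted p up to 0.21). The creatine cycle (median 0.07, adjusted p = 0.953, where the test pointed down) and calcium cycling (0.11, adjusted p = 0.339), both routes of heat production without Ucp1, did not pass. Ckmt2, a mitochondrial creatine kinase, differed by 1.27 with an SE of 1.06, and Atp2a2, a calcium pump, by 0.14.

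In all, 47 of 22180 genes passed in cold, 33 higher and 14 lower in AKO, against 1394 at an unadjusted p below 0.05, and none of the 47 had overlapping groups, which selection by the test favours (10% of unselected genes by chance). Others that rose were Kng2, a kininogen (2.51), Acot11, an acyl-CoA thioesterase induced by cold (2.20), and S100b (1.78). Others that fell were Apoc1 (-1.97), Ffar2 (-1.94), Celsr2, an adhesion receptor (-1.55), Tfr2 (-1.54), Folh1, a folate hydrolase (-1.46), Gsta3, a glutathione transferase (-1.30), Cbs (-1.11) and Slc25a10 (-1.05). The lower group means of Slc27a2, Kng2, S100b, Hadhb and Tfr2 lay below 3.635. They were not shown to exceed background, so the sizes of these differences are uncertain. Second clusters differed by less, -2.21 for Cyp2f2 and -0.41 for Nnat. The calls for Ucp1, Elovl3, Cox7a1, Slc27a2, Kng2, Cidea, Acot11, Plin5, Pdk4, S100b, Cyp2f2, Nnat, Apoc1, Ffar2 and Tfr2 held when any 1 array was left out. Pfkl was lost without flox Cold 2 or 3 or AKO Cold 1 or 2, Ppara without any cold array except AKO Cold 2, and Oxtr without any of the 6 cold arrays. So were Celsr2, Folh1, Cbs, Slc25a20, Gsta3, Slc25a10, Hadhb, Mc2r and Etfdh in 5 to 11 of the 12 fits, with adjusted p up to 0.188. The count of 47 became 28, 31 and 29 without flox Cold 1, 2 and 3, and 30, 27 and 23 without AKO Cold 1, 2 and 3.

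**Figure D2:**
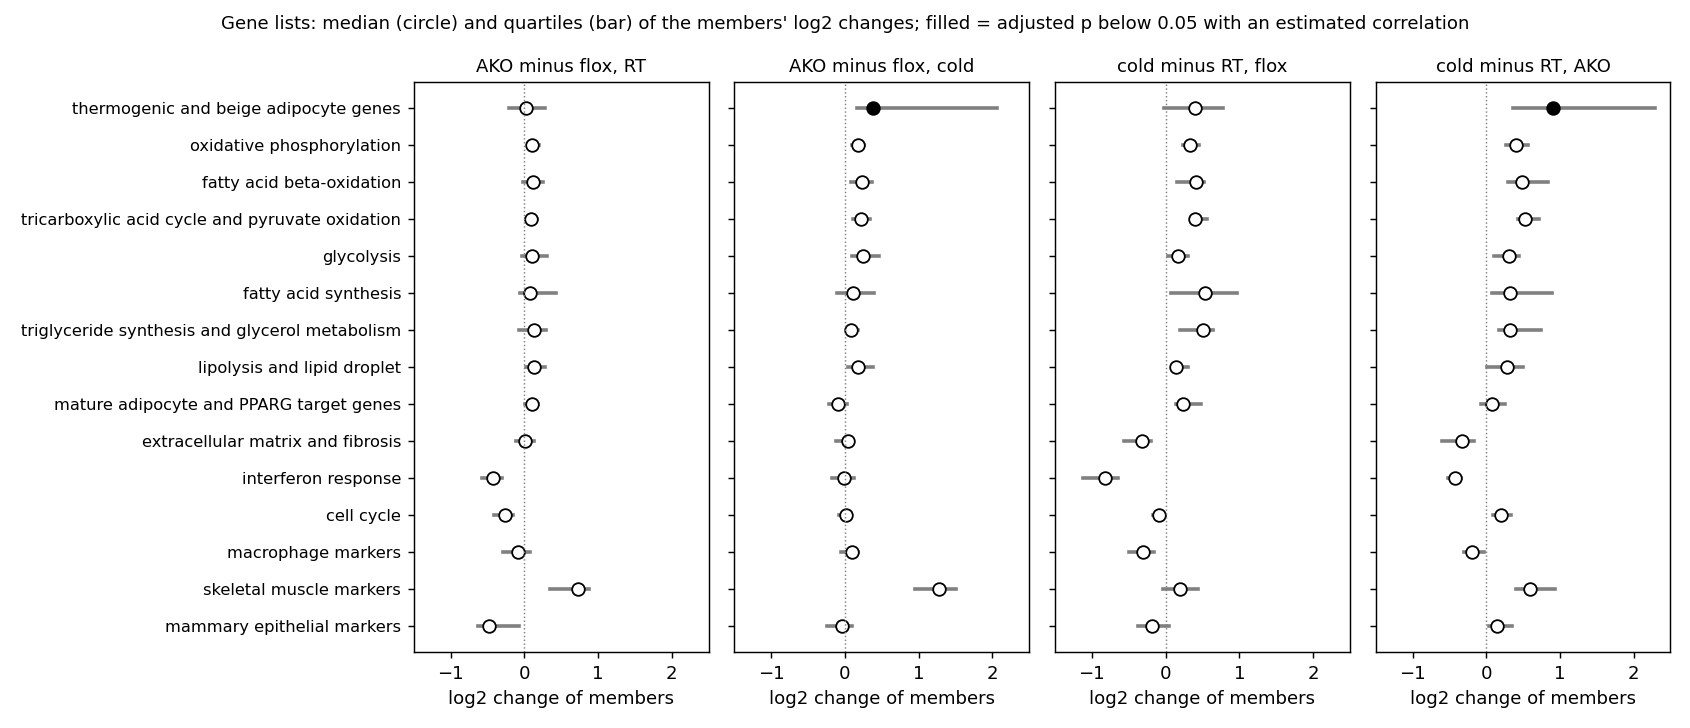
Median log2 difference (horizontal axis, circle) and quartiles (bar) of the members of 15 of the 36 lists, for AKO against flox at RT and in cold and for cold against RT in flox and in AKO. Filled circles mark an adjusted p below 0.05 with an estimated correlation, which the thermogenic list reached in cold (0.38) and in the cold response of AKO (0.90).

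The cold response of flox tissue showed what chronic cold does to iWAT that keeps BAF60a. Cox8b rose 4.34-fold, from 5.84 ± 0.43 to 7.95 ± 0.45 (SD, n = 3 each, log2 difference 2.12, SE 0.25, adjusted p = 0.023). Chchd10, a mitochondrial intermembrane space protein, rose 2.46-fold, from 7.22 ± 0.17 to 8.52 ± 0.18 (1.30, SE 0.14, adjusted p = 0.023). These 2 were the genes that passed, and the arrays of cold and RT did not overlap for either. Ucp1 differed by 2.06 (SE 0.38, adjusted p = 0.1), Cidea by 1.11 (adjusted p = 0.1), Dio2 by 1.26 (adjusted p = 0.189, second cluster -0.09) and Elovl3 by 1.27 (adjusted p = 0.277), and none of these passed. The flox RT signals of Ucp1, Dio2 and Elovl3 lay below the median of all values and were not shown to exceed background, so the sizes of their differences are uncertain. At an unadjusted p below 0.05, 2093 genes passed, where chance would give 1109. The count was 104 without flox RT 3, of which 33 were higher and 71 lower, 7 without flox Cold 3, 1 without flox RT 2, AKO RT 1 or AKO RT 3, and 0 without flox RT 1, AKO RT 2, flox Cold 2 or AKO Cold 2. Chchd10 was lost without these last 4 arrays (adjusted p up to 0.0835), and Cox8b in 8 of the 12 fits (up to 0.0898).

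Whole metabolic lists shifted in flox in cold by small amounts per gene, and 19 of 36 lists passed, 14 higher and 5 lower, of which none held with an estimated correlation (adjusted p between 0.108 and 0.404). Oxidative phosphorylation genes were higher in 69 of 74 members by a median of 0.33 (adjusted p = 4.59e-32; adjusted p = 0.108 with an estimated correlation). Over all genes 1 passed, Cox8b, and 36 passed adjusted over the list alone, among them Uqcrfs1, the Rieske protein of complex III (0.77), and Cycs, cytochrome c (0.60). Beta-oxidation was higher in 25 of 26 members (median 0.42, with none called over all genes and 16 adjusted over the list alone) and the tricarboxylic acid cycle in 26 of 28 (0.40, with 0 and 22). Examples were Slc25a20 at 0.64, Mpc1, a mitochondrial pyruvate carrier subunit, at 0.92 (second cluster 0.40), and Pcx, pyruvate carboxylase, at 0.84. Fat synthesis lists went the same way. Fatty acid synthesis was higher in 17 of 21 members (median 0.53, 0 called and 11 adjusted over the list alone) and triglyceride synthesis in 14 of 16 (0.51, 0 and 9). Examples were Acly, ATP citrate lyase, at 1.20, Acaca, acetyl-CoA carboxylase, at 0.97, Me1, malic enzyme, at 1.18, and Dgat1, the last enzyme of triglyceride synthesis, at 0.91, each with an adjusted p of 0.0876. The thermogenic list was higher in 16 of 23 (median 0.40, adjusted p = 2.21e-07; adjusted p = 0.108 with an estimated correlation), with 1 called and, adjusted over the list alone, 12 upward and 2 downward. Mature adipocyte genes (22 of 23 higher, 0.23), cholesterol synthesis (0.30), lipolysis and lipid droplet genes (0.15) and glycolysis (0.17) passed upward too, with no member called and 6, 3, 4 and 1 adjusted over the list alone. Smaller shifts passed for the regulators (0.12), the receptors (0.16), the ACTH receptor complex (0.18) and cAMP signalling (0.06).

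The 5 lists that passed downward in flox in cold were of matrix, fibroblast, macrophage, immediate early and interferon genes. Extracellular matrix genes were lower in 29 of 29 members by a median of -0.32 (adjusted p = 2.62e-10; adjusted p = 0.265 with an estimated correlation), with 0 called and 5 adjusted over the list alone. The collagen genes Col1a1 and Col1a2 differed by -0.96 and -0.86. Preadipocyte and fibroblast markers were lower in 16 of 18 (-0.33), macrophage markers in 22 of 24 (-0.31) and immediate early genes, which answer to handling and acute signals, in 18 of 19 (-0.29). Interferon response genes were lower in 20 of 21 by a median of -0.82 (adjusted p = 1.09e-11; adjusted p = 0.265 with an estimated correlation). None was called over all genes, and adjusted over the list alone 17 passed downward and 1 upward. The interferon mean of flox RT 1 and 2 stood 0.73 and 1.11 above the 12-array mean, and their macrophage mean 0.48 and 0.58. Without both arrays the medians were 0.02 for interferon genes and 0.07 for macrophage markers, a comparison chosen after the list means per array were seen. In it 11 lists passed, 10 higher and 1 lower. The latter held matrix genes (adjusted p = 0.0104), while fibroblast markers (adjusted p = 0.0713), immediate early genes (adjusted p = 0.141), interferon genes (adjusted p = 0.417) and macrophage markers (adjusted p = 0.0853) did not pass. Leaving out 1 array ended 5 of the list calls of this comparison. The ACTH receptor complex was lost without flox RT 2, flox RT 3 or flox Cold 2 (adjusted p up to 0.186), and cAMP signalling without flox RT 2, flox Cold 1 or flox Cold 2 (up to 0.157). Glycolysis was lost without flox RT 2 or flox Cold 1 (up to 0.0657), the regulators without flox RT 2 or flox Cold 2 (up to 0.233), and the receptors without flox RT 2, flox Cold 1, flox Cold 2 or any AKO Cold array (up to 0.325).

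In AKO tissue cold raised 10 of the 23 measured thermogenic genes and some genes of fuel oxidation. Ucp1 rose by a log2 difference of 7.81, from 2.83 ± 0.25 to 10.64 ± 0.26 (SD, n = 3 each, SE 0.38, adjusted p = 2.6e-06), and Elovl3 by 4.85 (adjusted p = 9.09e-05). Cox7a1 rose 7.19-fold (2.85, adjusted p = 1.54e-05), and Slc27a2 and Dio2 rose by 2.69 (adjusted p = 9.53e-05; second cluster 0.03) and 2.40 (adjusted p = 0.00269; second cluster 0.34). The RT signals of Ucp1, Elovl3, Slc27a2 and Dio2 in AKO, between 2.48 and 2.83, lay below the median of all values (3.635). They were not shown to exceed background, so the sizes of these 4 differences are uncertain. Nnat fell 14.2-fold (-3.83, adjusted p = 0.00025; second cluster -0.98). Lep, which encodes the satiety hormone leptin, fell 2.87-fold (-1.52, adjusted p = 0.0109).

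The thermogenic list had 10 of 23 members called, 17 upward and 1 downward adjusted over the list alone, and a median of 0.90 (adjusted p = 2.37e-27; adjusted p = 0.00339 with an estimated correlation). They also included Otop1, a proton channel (2.51), Cidea (2.03), Cox8b (1.90), Pdk4 (2.17) and Ppara (1.24). Oxidative phosphorylation genes were higher in 72 of 74 members (median 0.40, adjusted p = 9.65e-41; adjusted p = 0.0658 with an estimated correlation), with 9 members rising over all genes and 50 adjusted over the list alone. Among them were Cycs (0.85) and Ndufa1, a complex I subunit (0.60). Beta-oxidation was higher in 26 of 26 members (0.49; adjusted p = 0.0651 with an estimated correlation), with 6 called and 18 adjusted over the list alone. They included Slc25a20 (1.19), Acadvl, very long-chain acyl-CoA dehydrogenase (0.97), Etfdh (0.93) and Hadha (0.80). The tricarboxylic acid cycle list had 6 of 28 called and a median of 0.53 (adjusted p = 0.0658 with an estimated correlation), with 26 upward and 1 downward adjusted over the list alone. Called members included Dlat, a subunit of pyruvate dehydrogenase (1.09), Idh3a, isocitrate dehydrogenase (1.02), and Mpc1 (0.98). Glycolysis had 2 of 18 called, Pfkl (0.76) and Pgk1 (0.64), 8 adjusted over the list alone and a median of 0.30 (adjusted p = 0.0773 with an estimated correlation).

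Some genes of lipid synthesis also rose in AKO in cold, although most members of these lists did not pass. Fatty acid synthesis had 5 of 21 called (median 0.32, adjusted p = 0.115 with an estimated correlation; 11 upward and 1 downward adjusted over the list alone). Its called members included Elovl6, a fatty acid elongase (1.62), Acss2, acetyl-CoA synthetase (1.29), Acly (1.20) and Pgd, an enzyme of the pentose phosphate pathway (0.90). Triglyceride synthesis had 3 of 16 called (0.32, adjusted p = 0.115 with an estimated correlation; 7 adjusted over the list alone), namely Gpd2, glycerol phosphate dehydrogenase (1.13), Agpat2 (1.03) and Dgat1 (0.87). Cholesterol synthesis had 1 of 18 called, Fdps (0.92), with 10 adjusted over the list alone and a median of 0.54 (adjusted p = 0.115 with an estimated correlation). Lipolysis and lipid droplet genes (median 0.28) had 1 called, Cidea, and 6 adjusted over the list alone. Gys2, a glycogen synthase (2.30), Acot11 (2.19) and Slc2a5, a fructose transporter (2.04), rose outside these lists. Genes that fell were Emp1, a membrane protein (-1.75; second cluster -0.40), Npr3, the clearance receptor of natriuretic peptides, which stimulate lipolysis (-1.70), and Trim67 (-1.68, of uncertain size as well). They also included Hp, the plasma protein haptoglobin (-1.43), Eepd1 (-1.38), Ccdc80, a secreted matrix protein (-1.31), and Adamts5, a matrix protease (-1.15). Extracellular matrix genes were lower in 24 of 29 members (median -0.32; adjusted p = 0.337 with an estimated correlation; 0 called and 8 adjusted over the list alone). Preadipocyte markers were lower in 14 of 18 (-0.31; adjusted p = 0.261 with an estimated correlation) and interferon genes in 20 of 21 (-0.42; adjusted p = 0.629 with an estimated correlation). Macrophage markers were lower in 18 of 24 (-0.19), a call lost without AKO Cold 3 (adjusted p = 0.0903). Cell cycle genes were higher in 23 of 27 (0.20), with 0 called and 1 adjusted over the list alone. The adjusted p with an estimated correlation was 0.656 for macrophage markers, 0.629 for the cell cycle and 0.357 for lipolysis. Skeletal muscle markers had a median of 0.60 (adjusted p = 0.113) and did not pass, with AKO RT 2, AKO Cold 2 and AKO Cold 3 the arrays richest in them.

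In all, 103 of 22180 genes changed with cold in AKO, 84 higher and 19 lower, against 2188 at an unadjusted p below 0.05. No gene of the 103 had overlapping groups, which selection by the test favours (10% of unselected genes by chance), and 14 of 36 lists passed, 10 higher and 4 lower, of which the thermogenic list alone held with an estimated correlation. The calls for Ucp1, Elovl3, Cox7a1, Slc27a2, Otop1, Dio2, Gys2, Acot11, Pdk4, Cidea, Cox8b, Cycs, Slc25a20, Etfdh, Hadha, Acadvl, Gpd2, Nnat, Emp1, Npr3, Hp and Ccdc80 held when any 1 array was left out. Idh3a was lost without AKO Cold 1 (adjusted p = 0.0564), Acss2 without AKO RT 1 or AKO Cold 1 (up to 0.0571), and Elovl6 without AKO Cold 1 or 3 (up to 0.0548). Lep was lost without AKO RT 2, AKO RT 3 or AKO Cold 3 (up to 0.0598). So were Adamts5, Dgat1, Acly, Agpat2, Ppara, Slc2a5, Eepd1, Fdps, Mpc1, Ndufa1, Pfkl, Pgd, Dlat, Trim67 and Pgk1 in 3 to 10 of the 12 fits (up to 0.179). The count of 103 became 42, 48 and 42 without AKO RT 1, 2 and 3 and 40, 59 and 51 without AKO Cold 1, 2 and 3.

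The interaction test asked which cold responses differed between the genotypes. Those of Ucp1, Slc27a2, Cox7a1 and Acot11 were larger in AKO, by 5.75 (SE 0.53), 3.03 (SE 0.29), 2.60 (SE 0.24) and 1.99 (SE 0.21) on the log2 scale. The adjusted p was 0.00188 for the former 3 and 0.0035 for Acot11. The second Slc27a2 cluster differed by 0.29, and the RT signals of Ucp1 and Slc27a2 were not shown to exceed background, so the size of these differences is uncertain. These 4 were the genes that passed, against 1061 at an unadjusted p below 0.05 where chance would give 1109. Each call held when any 1 array was left out (highest adjusted p = 0.0214), and the count was 13 without flox RT 3. Elovl3 differed by 3.58 but did not pass (adjusted p = 0.0563), nor did Dio2 (1.14, second cluster 0.43), Cidea (0.92), Ppara (0.85), Lep (-1.30) or the 2 genes called in flox, Cox8b (-0.22, adjusted p = 0.986) and Chchd10 (0.42, adjusted p = 0.978). The RT signals of Elovl3 and Dio2 were not shown to exceed background either, so the sizes for these genes are uncertain too. The genotype differences in the receptors were not shown to depend on temperature, at -0.09 for Mc2r, -0.59 for Oxtr and -0.77 for Kiss1r.

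The thermogenic list also responded more in AKO, with 19 of 23 members in that direction, 3 called, 9 adjusted over the list alone and a median of 0.47 (adjusted p = 1.63e-14; adjusted p = 0.0271 with an estimated correlation). It was 1 of 10 lists that passed the interaction, 8 higher and 2 lower, and the other 9 had an adjusted p between 0.913 and 0.986 with an estimated correlation. Receptors were lower in 7 of 7 members (-0.40) and mature adipocyte genes in 22 of 23 (-0.20), whereas beta-oxidation (0.15), the tricarboxylic acid cycle (0.12), cholesterol synthesis (0.23), cell cycle (0.31), interferon (0.45), immediate early (0.24) and NK and neutrophil genes (0.30) were higher. Oxidative phosphorylation (0.08, adjusted p = 0.056) and skeletal muscle markers (0.43, adjusted p = 0.543) did not pass. Calls for the thermogenic and cell cycle lists held without any 1 array. The others were lost in at least 1 fit. These were the mature adipocyte list without flox RT 2 (adjusted p = 0.115) and beta-oxidation without flox RT 3 or flox Cold 3 (up to 0.0741). The receptors were lost without flox RT 2, AKO RT 3 or AKO Cold 2 (up to 0.131), and the tricarboxylic acid cycle without flox RT 3, flox Cold 3 or AKO Cold 1 (up to 0.565). The same held for immediate early genes without flox RT 1, AKO RT 1 or AKO Cold 3 (up to 0.379), and for interferon genes without flox RT 1 or 2, AKO RT 1 or AKO Cold 1 (up to 0.83). NK and neutrophil markers were lost in 5 fits (up to 0.159) and cholesterol synthesis in 6 (up to 0.433).

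Over the 5 comparisons the thermogenic list in AKO against flox in cold, in the cold response of AKO and in the interaction gave the calls that held with an estimated correlation. By fry, which tests whether the genes of a list move one way on balance and compares them with no other genes, 0, 2, 6, 8 and 1 lists passed at RT, in cold, for the cold response of flox, for that of AKO and for the interaction. In cold these were the thermogenic list (adjusted p = 3.9e-05) and glycolysis (adjusted p = 0.0481).

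**Figure D3:**
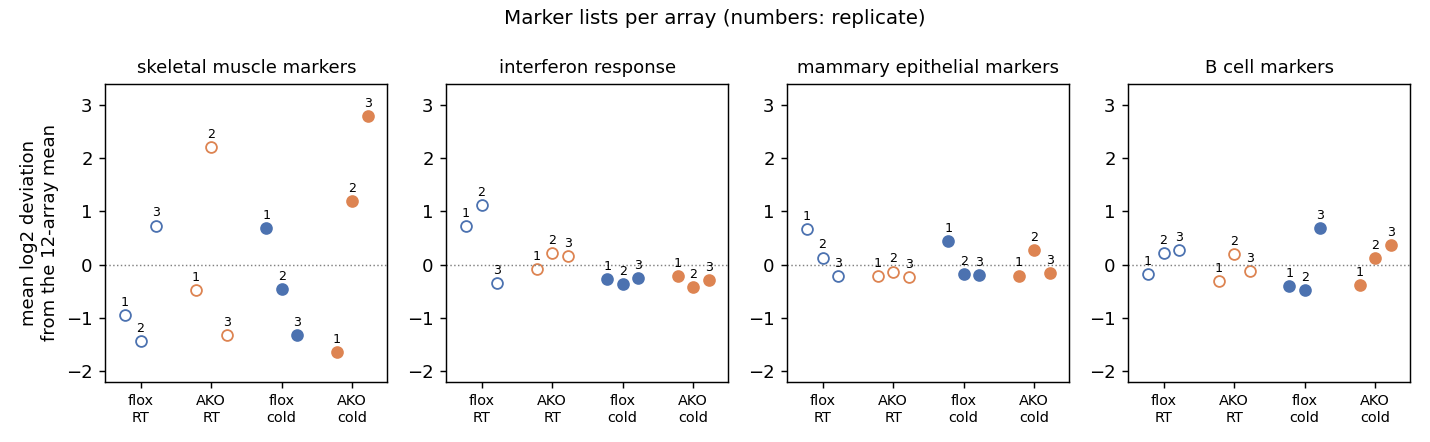
Mean log2 deviation from the 12-array mean (vertical axis) of skeletal muscle, interferon response, mammary epithelial and B cell genes in each array, numbered by replicate within the 4 groups. Muscle markers were highest in AKO Cold 3 (2.78), AKO RT 2 (2.21) and AKO Cold 2 (1.20), and interferon genes in flox RT 2 (1.11) and flox RT 1 (0.73).

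The genotype differences at RT and in cold, measured on separate arrays, fell partly on shared genes. The 16 genes called in both and in 1 direction were Cidea, Plin5, Oxtr, Mc2r, S100b, Cyp2f2, Ffar2, Apoc1, Tfr2, Cbs and Slc25a10 and 5 more. The latter, named after their values were seen, were Npnt, an adhesion ligand (1.06 and 1.19), Pex11a, a peroxisomal membrane protein (1.10 and 1.27), E330011O21Rik, Gm10851 and Gm454. Of the 16, 9 were higher in AKO and 7 lower, where chance gives 0.0327 and 0.00631 genes. Of the 32 genes called at RT, 31 had the RT direction in cold as well, and 45 of the 47 called in cold had the cold direction at RT, while Pearson's r over all genes, which are not independent replicates, was 0.242. For the cold response, Cox8b and Chchd10 were called in both genotypes (0.00757 expected by chance), 98 of the 103 genes called in AKO had that direction in flox, and r over all genes was 0.33.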

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

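The tests of skeletal muscle RNA, of the interferon arrays and of the shared genotype genes were chosen after the results were seen, whereas the counts over other splits of the arrays were planned.

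The cold response differed between the genotypes by the interaction test in 4 genes, Ucp1 (5.75), Slc27a2 (3.03), Cox7a1 (2.60) and Acot11 (1.99, log2, AKO minus flox), where the sizes for Ucp1 and Slc27a2 are uncertain because their RT signals were not shown to exceed background. Among 100 drawn splits of the 12 arrays, the real one included, 4 gave at least as many genes as the real 4 (a share under 0.05). The highest other split gave 45 genes. These splits mix genotypes and temperatures within their groups, which widens the spread and lowers their counts, and the share lies close to 0.05. The count of genes therefore does not exclude chance. The split with 45 genes set all AKO arrays against all flox arrays (correlation of its signs with genotype -1) and so follows the genotype effect itself. The other 2 gave 24 genes (0.667) and 4 (0, with a correlation of -0.667 with temperature). A further 6 splits at 0.667 or -0.667 with genotype gave 0 or 1. The 24 thus point to a structure of the arrays that the correlation with genotype does not account for. By list, the cold response differed in thermogenic genes (median 0.47), beta-oxidation (0.15), the tricarboxylic acid cycle (0.12), mature adipocyte genes (-0.20), cholesterol synthesis (0.23), receptors (-0.40), the interferon response (0.45), cell cycle (0.31), immediate early genes (0.24) and NK and neutrophil markers (0.30). At least 10 lists passed in 70 of 100 drawn splits (highest other 22), so that chance was not excluded for the count of lists, and of these calls the thermogenic list alone held with an estimated correlation.

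The clusters outside the tested genes, 17824 in number and either not named or given several symbols, also carried a signal. Among them 18 passed for AKO against flox at RT, 27 in cold, 10 for the cold response of AKO and 3 for the interaction. Cluster 17426032 was lower in AKO by a log2 difference of -5.21 at RT and -5.22 in cold, and cluster 17425888 by -5.06 and -4.91, with an adjusted p of 8.51e-05 at RT and 6.54e-05 in cold for both.

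Muscle markers were higher by a median of 1.27 in AKO in cold (camera with an estimated correlation, adjusted p = 0.947), where thermogenic, glycolytic and fuel oxidation lists were higher too. Without AKO Cold 3 the muscle median was 0.20. With the muscle mean of each array as a covariate, the muscle list dropped to 0.12. The thermogenic median was 0.35 (from 0.38, adjusted p = 0.0148 with an estimated correlation) and that of glycolysis 0.21 (from 0.24, such an adjusted p of 0.301). Those of oxidative phosphorylation, beta-oxidation and the tricarboxylic acid cycle were 0.21, 0.22 and 0.18 (from 0.18, 0.23 and 0.22, such adjusted p of 0.567, 0.519 and 0.838). At the preset correlation glycolysis and these lists still passed (camera, highest adjusted p = 7.64e-05). Ucp1 was at 5.88 after 5.85, Cox7a1 at 2.97 before and after, and Cidea at 2.37 after 2.45, so muscle RNA carried over with the fat was argued against as the whole cause for the thermogenic list. For glycolysis and fuel oxidation, whose calls hold with an estimated correlation neither before nor after, it stays open that muscle RNA may have contributed. Acta1, an abundant muscle transcript, stood at 4.99 in AKO Cold 1 and at 9.35 and 10.63 in AKO Cold 2 and 3. Of the 25 muscle markers, 3 (Cox6a2, Ckm and Atp2a1) are also in lists of oxidative phosphorylation, creatine and calcium genes. In AKO in cold, means of oxidative phosphorylation, beta-oxidation and the tricarboxylic acid cycle did not rise with the muscle mean. They were 0.426, 0.367 and 0.455 in AKO Cold 1 (muscle -1.64), and 0.261, 0.352 and 0.325 in AKO Cold 2 (1.20). In AKO Cold 3 (2.78) they were 0.253, 0.357 and 0.396. For these 3 lists the values argue against muscle RNA as the whole cause. Glycolysis means rose with the muscle mean, at 0.2, 0.225 and 0.317. A larger recruitment of beige adipocytes without BAF60a was not tested with these arrays. From stained tissue sections, the study reports that UCP1-positive beige adipocytes were more numerous in iWAT of cold-acclimated AKO mice.

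Interferon genes were lower in cold in flox (median -0.82; adjusted p = 0.265 with an estimated correlation) and in AKO (-0.42; adjusted p = 0.629 with an estimated correlation). Without flox RT 1 and 2, the arrays with the highest interferon means, the flox median was 0.024, but these arrays were picked for their high interferon means and leave 1 flox array at RT, so that this decides nothing. For the fall in flox, a high level in these 2 arrays and an effect of cold on interferon signalling therefore cannot be told apart. The AKO comparison holds neither array, so their level has no part in its median, but that fall was not shown to exceed its spread with an estimated correlation.

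The genotypes differed in 16 shared genes although Smarcd1 stood at 74% of its flox level at RT. A mislabelled array was argued against, since 12 of 12 arrays lay on the side of their own genotype in the score of the genes called at the other temperature, with gaps of 0.765 at RT and 1.135 in cold. By the study's design both groups carried the floxed alleles, so linked DNA could differ around the Adiponectin-Cre transgene of AKO mice. The strain background of the crossed lines and the position of the transgene are not given in the sources used here. DNA linked to the transgene could put changed genes on 1 chromosome, and 4 of the 16 (Apoc1, Cyp2f2, Ffar2 and Pex11a) shared 1. As many were found in 20.1% of 10000 random draws of genes, so this cannot be told apart from chance. By qPCR of separated iWAT cells, the study found an efficient loss of BAF60a from mature adipocytes, whereas stromal vascular cells kept it. Cells that keep the gene can therefore add to the Smarcd1 signal of whole tissue. How much comes from them and how much from probes outside the deleted part cannot be told, because the probe positions are unknown. A direct effect of BAF60a loss on these genes remains a hypothesis that these arrays do not test.

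For the counts of pairwise comparisons, 10 splits of 6 arrays are too few for a share below 0.05. The real split gave 32 genes at RT (highest other 0), 47 in cold (highest other 1), 2 for the cold response of flox (highest other 0) and 103 for that of AKO (highest other 1), and was in each case the 1 split with as many. For lists the real and highest other counts were 13 and 20 at RT, 8 and 15 in cold, 19 and 25 for flox, and 14 and 14 for AKO, and 5, 7, 4 and 4 of the 10 splits gave as many. Counts of lists at the preset correlation were therefore not above those of other splits. The highest count for flox came from the split that set flox RT 1, flox RT 2 and flox Cold 3 apart. The overlaps of 16 and of 2 genes were each reached by 1 of 100 joint splits, the real one (highest other 0). In each other joint split, at least 1 of the comparisons called 0 or 1 genes, too few to share as many, so that this count decides nothing about chance.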

How the results depend on the processing

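Fits without arrays rich in muscle or interferon transcripts and the fit with marker covariates were chosen after seeing the data, and the other alternatives were planned. Of 96 named calls, 93 held with arrays centred on their medians, 94 with repeated quantile normalization, 94 with array weights, 92 with trend and robust settings, 94 of 94 without dim genes, 96 with the mean of clusters, 96 with a 1.5-fold minimum, 96 at an adjusted p below 0.1, 77 with the replicate block, 57 of 92 with the 6 arrays of a comparison, 92 of 92 by the methods' t-test unadjusted and 0 of 92 after adjustment, 83 with covariates, 67 without the interferon arrays and 26 without the muscle arrays. No named call reversed its direction in these fits, and unless stated the cause of a change was not tested. The named genes made 839 pairs of gene and comparison. Pairs called neither in the main test nor in the alternative fit changed sign 317 times. That count runs over all fits, those without 1 array included, so that 1 pair can enter it many times. Signal over background sets the depth of an array, and 12955 of the 22180 genes lay above the overall median in at least 3 arrays.

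The counts of the main test were 32 at RT, 47 in cold, 2 for cold in flox, 103 for cold in AKO and 4 for the interaction. Without dim genes, where fewer genes are tested, cold in flox gave 16, cold in AKO 202 and the overlap of the cold responses 14. Over all clusters RT gave 17 higher and 18 lower in place of 22 and 10, cold in flox gave 0, cold in AKO 62 and the interaction 7. Trend and robust settings gave 50 in flox and 212 in AKO, and array weights gave 208 in AKO. The 6 arrays of a comparison, with fewer samples, gave 7, 26, 0 and 68. An adjusted p below 0.1 gave 82 in cold, 25 for cold in flox, 235 for cold in AKO and an overlap of 20. The methods' t-test gave 1216, 1292, 1521 and 2220 genes unadjusted and 1, 1, 0 and 0 after Benjamini-Hochberg. By limma, cold in flox had 2093 genes at an unadjusted p below 0.05, beside which these counts of 0 stand. Centring and repeated quantile normalization each gave 4 genes higher and 1 lower in the interaction, against 4 and 0.

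With the replicate block, cold in flox gave 1 gene, and the other counts were 22, 40, 74 and 6. Replicate numbers did not pair the arrays, since residuals of equal numbers correlated between -0.237 and 0.283 and 5 of 12 arrays correlated best with their own number.

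Without the 3 muscle arrays, which leaves 1 array of AKO in cold that is assumed to vary like the other groups, the counts were 12, 23, 0 and 12 (interaction 5). Covariates gave 21, 71, 0 and 158 (interaction 4) and 8 lists at RT. Without the 2 interferon arrays, which leaves 1 flox array at RT, RT gave 1 gene, cold in flox 0 genes and 11 lists. The interaction calls of Ucp1, Slc27a2 and Cox7a1 were lost without the muscle arrays (5.92, 2.84 and 2.65, adjusted p = 0.072, 0.072 and 0.0941), and that of Ucp1 without the interferon arrays as well (5.66, adjusted p = 0.0647). The cause was not tested.

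With an estimated correlation 0, 1, 0, 1 and 1 lists passed in place of 13, 8, 19, 14 and 10, and by fry 0, 2, 6, 8 and 1. Some lists changed direction. Mature adipocyte genes at RT had 0.015 (test downward) without flox RT 2, with a range over single arrays left out up to 0.178. Muscle markers at RT had -0.24 without AKO RT 2 (up to 1.642 without AKO RT 3) and without the 3 muscle arrays, and in cold -1.12 without the latter. Without the 2 interferon arrays the reversed medians at RT were -0.11 for the tricarboxylic acid cycle, 0.044 for glycolysis (test downward), -0.03 for mature adipocyte genes, 0.41 for interferon genes, -0.001 for the unfolded protein response (test upward), 0.08 for mammary markers and -0.43 for muscle markers. In flox in cold they were 0.024 for interferon genes and 0.074 for macrophage markers, and -0.40 for interferon genes in the interaction. The cause was not tested. In cold without the muscle arrays, the thermogenic (0.57), oxidative phosphorylation (0.32), beta-oxidation (0.24), tricarboxylic acid cycle (0.28) and glycolysis (0.25) lists still passed.

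Leaving out 1 array at a time gave 12 to 52 genes at RT, 23 to 53 in cold, 0 to 104 for cold in flox, 40 to 123 for cold in AKO and 4 to 13 for the interaction. The lists ranged from 7 to 19, 7 to 11, 15 to 23, 14 to 19 and 7 to 13. Of the 96 named calls 48 held in each such fit, and of 64 list calls 39 did. The cause was not tested.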

Other observations

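The tests of other imprinted genes were conceived after the fall of Nnat had been seen, and 1 of them, on the cold response of AKO, was written after its result as well.

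Gene groups not described above differed little between AKO and flox in cold. Fatty acid synthesis genes had a median difference of 0.11 (adjusted p = 0.0693), with Elovl6 at 0.91 (adjusted p = 0.272), and triglyceride synthesis genes 0.09 (adjusted p = 0.164). Extracellular matrix genes had a median of 0.04 (adjusted p = 0.849, where the mean and the test pointed down), interferon response genes -0.01 (adjusted p = 0.953), and cell cycle genes 0.02 (adjusted p = 0.978, where the test pointed down). Markers of other cells did not pass either, with medians of 0.10 for macrophages, 0.10 for B cells, -0.13 for T cells, -0.03 for endothelium, 0.06 for preadipocytes and -0.03 for mammary epithelium. Nerve and Schwann cell markers had a median of -0.07 with 1 of 13 called upward, S100b, while the mean and the test differed in sign.

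The thermogenic mean of the 3 AKO arrays in cold was 1.17, 1.04 and 1.11 above the 12-array mean, a narrow range beside that of their muscle markers. B cell markers stood highest in flox Cold 3 (0.70). Second clusters of 2 genes, Car3 and Pgam1, differed from the main ones. For Car3, a carbonic anhydrase abundant in fat, the main cluster differed by -0.24 in AKO in cold and a second by -0.83 (SE 0.12). For Pgam1, a glycolytic enzyme, the main cluster differed by 0.18 in cold and 0.46 with cold in AKO, and a second by 1.06 and 1.16. In the interaction the Pgam1 clusters gave 0.02 and 1.21. These clusters were chosen after their values were seen.

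Nnat is imprinted, as are Mest and Plagl1, which did not pass. For AKO against flox, Mest and Plagl1 differed by -0.83 and -1.14 in cold (adjusted p = 0.829 and 0.135) and by -1.38 and -0.69 at RT, where Nnat differed by -0.17. For cold against RT in AKO they differed by 0.14 and -0.32 (adjusted p = 0.956 and 0.743). The hypothesis that imprinted genes may fall together in AKO in cold was tested with camera on 18 other imprinted genes. Their median was -0.10 for cold against RT in AKO (11 of 18 lower, unadjusted p = 0.219, and 0.509 with an estimated correlation) and -0.049 for AKO against flox in cold (11 of 18 lower, unadjusted p = 0.327, and 0.597 with an estimated correlation). Neither test passed, and with members on both sides of 0 they leave the hypothesis open.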
